A study of Mus musculus with 8 samples.

How the data were processed

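Hi-C measures which parts of the genome lie close together in the nucleus: crosslinked chromatin is cut with a restriction enzyme, ends that are near each other are ligated, and the joined fragments are read as pairs of sequencing ends. Per the labels' protocols, E14 mouse embryonic stem cells were fixed with formaldehyde at 1%, cut with DpnII and ligated in the nucleus, and every library was test-sequenced on a NextSeq before selected libraries were sequenced deeply on a HiSeq. Whether the deposited numbers pool both runs is not stated. There were 8 libraries in 3 groups, which the labels name by genotype and replicate number: wild type (WT, n = 4), RING1B I53A (n = 2) and RING1B knockout (KO, n = 2).

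The authors deposited, for each library, 409 statistics that are raw counts of read pairs: totals, duplicates, pair types, the 231 pairs of chromosomes and 38 distance bins in 4 strand orientations. As the deposited files are named, duplicates had been removed and the genome build was mm9. The names of the statistics match those of pairtools, which the labels do not name, and the aligner and its mapping-quality limit are not stated. In every library the chromosome pairs summed to the unique pairs and the distance bins to the intrachromosomal pairs. A table of the whole series repeated the 8 libraries with equal values and added 3 genotype columns that were sums over libraries, which were not used as samples. The reference used for coordinates and sequence was NCBIM37, the assembly also called mm9, with its gene annotation.

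From the counts, the interchromosomal share was computed as interchromosomal pairs in percent of the unique pairs that were interchromosomal or intrachromosomal at 1 kb or more, because closer pairs are mostly undigested or self-ligated fragments. Intrachromosomal pairs at 1 kb or more were divided into 5 distance classes with borders at 1 kb, 10 kb, 100 kb, 1 Mb and 10 Mb. The decay slope was the least-squares slope of log10 pairs per base of bin width against log10 distance from 100 kb to 10 Mb. Duplicates were taken in percent of mapped pairs. Group differences of these values were tested with exact permutation tests of the difference of means, two-sided, for 4 comparisons: I53A against WT, KO against WT, both RING1B lines together against WT, and I53A against KO. The p-values of the 5 distance classes were adjusted within a comparison by the Benjamini-Hochberg method. The smallest p these tests allow is 0.133 for 2 libraries against 4, 0.333 for 2 against 2 and 0.0286 for 4 against 4.

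Counts per distance bin (22 bins from 1 kb with a mean count of at least 10, scaled by library size), read ends per chromosome (20 chromosomes, 1 to 19 and X, TMM scaling) and counts for the 190 pairs of different chromosomes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 8 libraries entered one fit with one mean per genotype, since the RING1B lines have 2 libraries each and needed a shared estimate of the spread. A Benjamini-Hochberg adjusted p below 0.05 was the threshold. The SE printed with an edgeR change was the absolute log2 change over the square root of the F statistic of its test. It thus restates the p-value. For chromosome pairs the offset was the log of the count expected in each library from the interchromosomal totals of the 2 chromosomes, found by iterative proportional fitting with an empty diagonal, so that extra copies of a chromosome do not enter. The square root of the common dispersion was 12.8% for distance bins, 4.13% for chromosomes and 0.988% for chromosome pairs. Each fit was tested on simulated counts drawn with these dispersions and changed in KO, by a log2 of 0.50 for bins and chromosomes and 0.10 for chromosome pairs. It recovered 4 of 4 changed bins among 22 and 2 of 2 changed chromosomes among 20, with 0 false calls in both, and 20 of 20 changed chromosome pairs among 190, with 3 false calls. The simulated chromosome changes of 0.50 were estimated at a median of 0.45 on the log2 scale. Smaller changes, such as those measured in bins and in called chromosome pairs, were not simulated, so their recovery is unknown.

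Sequencing depth ran from 266798241 to 530850959 pairs per library, and 121369690 to 268942815 unique pairs remained. Wilson 95% intervals of the interchromosomal share extended at most 0.00957 percentage points to either side, which covers counting error only, so the spread between libraries set the precision. Replicates of a group were compared by chi-square over the 231 chromosome pairs. The chi-square per degree of freedom was between 449.6 and 5250, so no library was a copy of another in its group.

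Features named in the text followed a rule fixed before the data were examined: the 5 distance classes; in each comparison the bin with the largest rise and the bin with the largest fall; each chromosome past the threshold with an absolute log2 change of at least 0.1; and in each comparison the 2 largest rises and 2 largest falls among chromosome pairs past the threshold whose libraries all lay outside the range of the comparison group on the same side. Alternatives fixed before the data were examined were other denominators, same-strand pairs only, other slope ranges, TMM or library-size scaling, DESeq2 1.42.0, chromosome Y added, interchromosomal ends only, no offset, other filters, fits with only the groups compared, a replicate block, and leaving out each library in turn. Alternatives chosen after seeing the data were a division of the libraries by rescued pairs, the removal of the pair of chromosomes 2 and 9, and a replicate block in a fit to the I53A and KO libraries alone. Rescued pairs, in which one end held a ligation junction that could still be resolved, made up under 35% of unique pairs in WT 1, WT 2 and I53A 2 and over 35% in the other 5 libraries. This division served as a technical batch. Duplicate share was not recomputed within it.

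Matching sequence between chromosomes was searched with BLAST 2.17.0 at 90% identity or more over at least 100 bases. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Contact maps, domains, loops and gene-level counts were not analysed here, so the genotype labels were not checked against reads from the targeted gene.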

Results

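Hi-C read pairs were counted in 8 libraries of E14 mouse embryonic stem cells, a line grown here without feeder cells. WT cells gave 4 libraries. Cells homozygous for RING1B I53A, a substitution in the ubiquitin ligase subunit of Polycomb repressive complex PRC1, gave 2, and cells lacking RING1B (KO) gave 2. The series concerns the part PRC1 plays in nuclear organisation, and the comparisons ask whether contacts differ when RING1B carries the substitution or is absent. RING1B is encoded by Rnf2 (ENSMUSG00000026484.7), a protein-coding gene on the minus strand of chromosome 1 from 153316536 to 153347953 in NCBIM37.

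WT libraries had 266798241 to 339936752 sequenced pairs, I53A libraries 376452964 and 481763006, and KO libraries 509885192 and 530850959. Unique pairs numbered 121369690 to 164477401 in WT, 224243196 and 226877778 in I53A, and 262828203 and 268942815 in KO, so every RING1B library was deeper than every WT library. Pairs under 1 kb apart took 41.5% ± 4.01 of unique pairs in WT (SD, n = 4), 20.9% ± 12.97 in I53A (SD, n = 2) and 23.9% ± 5.13 in KO (SD, n = 2). Duplicates were 17.5% ± 4.13 of mapped pairs in WT (SD, n = 4), 17.6% ± 3.17 in I53A (SD, n = 2) and 20.01% ± 3.52 in KO (SD, n = 2). The difference in duplicates between both RING1B lines and WT, 1.27 percentage points, was smaller than the spread within groups (SD 3.84, exact permutation p = 0.629, two-sided).

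The first comparison concerned contacts between chromosomes. The interchromosomal share was 20.01% ± 0.508 in WT (SD, n = 4), 18.5% ± 0.216 in I53A (SD, n = 2) and 22.2% ± 0.622 in KO (SD, n = 2). Both I53A libraries, at 18.3% and 18.6%, lay below the lowest WT library at 19.5%, and both KO libraries, at 21.8% and 22.6%, lay above the highest WT library at 20.7%. The I53A mean differed from WT by -1.55 percentage points and the KO mean by 2.19, against pooled SDs of 0.453 and 0.539. Each of these comparisons reached the smallest p that 2 libraries against 4 allow (exact permutation p = 0.133, two-sided), so neither could pass 0.05. With both lines together, the difference from WT was 0.322 percentage points (exact permutation p = 0.771, two-sided). I53A differed from KO by -3.74 percentage points, with the smallest p that 2 against 2 allow (exact permutation p = 0.333, two-sided).

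The direction of the I53A difference depended on the denominator. With all unique pairs counted, those under 1 kb included, I53A was above WT by 2.89 percentage points and KO by 5.15, and both lines together differed from WT by 4.02 (exact permutation p = 0.0286, the smallest possible, two-sided). Within the libraries with a high rescued share, the interchromosomal share was 19.87% and 20.02% in WT 3 and WT 4, 18.3% in I53A 1, and 21.8% and 22.6% in the KO libraries. Within those with a low rescued share it was 19.5% and 20.7% in WT 1 and WT 2 and 18.6% in I53A 2. That set held no KO library. The KO share was thus compared with WT only within the set with a high rescued share.

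**Figure D1:**
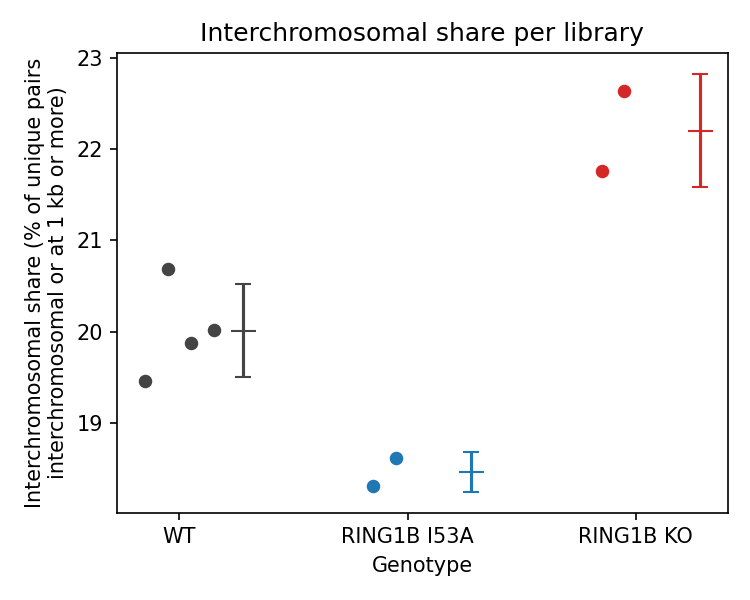
Interchromosomal share of each library in percent of unique pairs that were interchromosomal or at 1 kb or more, by genotype; points are libraries, and the horizontal mark with its bar is the mean ± SD. The axis does not start at 0. The I53A libraries (18.3% and 18.6%) lay below and the KO libraries (21.8% and 22.6%) above the 4 WT libraries (19.5% to 20.7%).

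The next comparisons asked whether intrachromosomal contacts shifted in distance. Pairs at 100 kb to 1 Mb were the largest class, with 33.3% ± 1.80 of intrachromosomal pairs at 1 kb or more in WT (SD, n = 4), 32.5% ± 1.32 in I53A (SD, n = 2) and 31.9% ± 1.83 in KO (SD, n = 2). The class from 1 to 10 kb held 11.5% ± 2.42 in WT, 12.4% ± 3.17 in I53A and 12.4% ± 3.25 in KO. The class from 10 to 100 kb held 22.1% ± 0.793, 22.4% ± 1.57 and 23.3% ± 1.56 in the same order. The class from 1 to 10 Mb held 17.2% ± 1.60, 16.1% ± 1.62 and 15.2% ± 1.37, and that of 10 Mb and over 15.8% ± 0.833, 16.5% ± 1.79 and 17.1% ± 1.62. For both RING1B lines against WT, the change at 1 to 10 Mb was -1.57 percentage points against a pooled SD of 1.56 (exact permutation p = 0.171, adjusted p = 0.464, two-sided), and the adjusted p of the 5 classes lay between 0.464 and 0.743. The 1 to 10 Mb share was below every WT library in 2 of 4 RING1B libraries. No class was distinguishable from WT at this number of libraries. Within the low rescued share, the I53A library exceeded WT by 2.23 percentage points in the class of 10 Mb and over, and within the high rescued share the difference was -0.866, so this class changed direction between the sets.

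The decay slope was -1.26 ± 0.0168 in WT (SD, n = 4), -1.28 ± 0.0250 in I53A (SD, n = 2) and -1.29 ± 0.0145 in KO (SD, n = 2). Both lines together differed from WT by -0.0201 (exact permutation p = 0.143, two-sided). Leaving out each library in turn gave -0.0272 to -0.0129. The difference was -0.0139 within the high and -0.0120 within the low rescued share. Over 1 to 30 Mb the difference was 0.0593 in the opposite direction (exact permutation p = 0.171, two-sided).

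Over the 22 distance bins, edgeR called 0 bins in each of the 4 comparisons. At an unadjusted p under 0.05 there was 1 bin for I53A against WT, 0 for KO against WT, 1 for both lines against WT and 0 for I53A against KO. The largest rise in I53A was in the bin from 56.2 to 100 Mb, which held 1.93% ± 0.144 of pairs in WT (SD, n = 4) and 2.36% ± 0.0611 in I53A (SD, n = 2), a log2 change of 0.29 ± 0.10 (SE, edgeR adjusted p = 0.515). That bin also rose most with both lines together, by 0.20 ± 0.084 (SE, edgeR adjusted p = 0.719). The largest fall in I53A, from 3.16 to 5.62 Mb, was -0.11 ± 0.10 (SE, edgeR adjusted p = 0.864), and the largest fall for both lines, from 1.78 to 3.16 Mb, was -0.17 ± 0.097 (SE, edgeR adjusted p = 0.719). In KO the bin from 17.8 to 31.6 Mb rose most, by 0.14 ± 0.11, and the bin from 1.00 to 1.78 Mb fell most, with -0.26 ± 0.13 (SE, edgeR adjusted p = 0.661 for both). Between I53A and KO the same bins marked the extremes, with log2 differences of -0.15 ± 0.12 and 0.18 ± 0.14 (SE, edgeR adjusted p = 0.837 for both). The alternative that moved these counts most, a replicate block, gave 12 bins for both lines against WT. Deviations of same-numbered I53A and KO libraries correlated over the bins (r = 0.976). With 2 libraries per line, this sets a single difference of each line against the other over neighbouring bins that change together. It therefore does not establish a pairing, and the main comparison of these lines used none. With the replicate number as a block in these lines alone, chosen after the data were seen, edgeR called 6 bins.

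**Figure D2:**
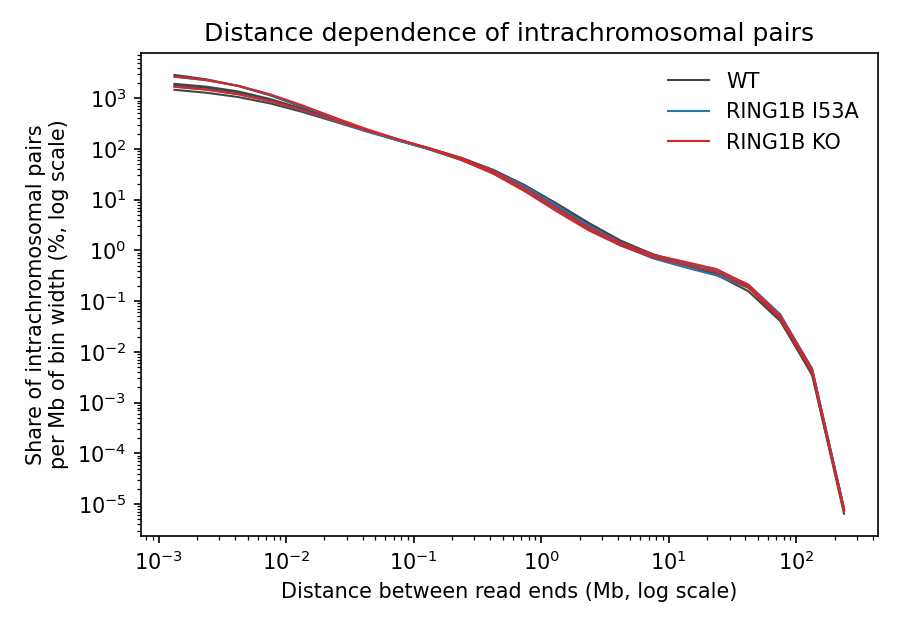
Share of intrachromosomal pairs at 1 kb or more per Mb of bin width against the distance between the ends in Mb, both on log scales; each line is a library, coloured by genotype. The lines of the 3 genotypes overlapped over most of the range, and edgeR called 0 of 22 bins in each comparison.

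Chromosome coverage was compared to find differences in copy number between the lines. In KO, edgeR called chromosome 11 (1 to 121843856 in NCBIM37), with 8.60% ± 0.0381 of read ends (SD, n = 2) against 5.87% ± 0.112 in WT (SD, n = 4) and 5.89% ± 0.0433 in I53A (SD, n = 2). The log2 change was 0.58 ± 0.020 against WT (SE, edgeR adjusted p = 7.45e-07). It was 0.29 ± 0.017 for both lines against WT (SE, edgeR adjusted p = 2.11e-05), a mean over 1 line with and 1 line without the gain, and -0.58 ± 0.024 for I53A against KO (SE, edgeR adjusted p = 2.15e-06). The KO call against WT held in each alternative and with each WT library left out in turn, with log2 changes from 0.53 to 0.59. For both lines, the fit with 2 groups, WT and RING1B libraries, called 0 chromosomes.

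In I53A 1 chromosome was called, chromosome 1, with a log2 change of 0.080 ± 0.015 (SE, edgeR adjusted p = 0.0251). It was under the size rule for naming and is given here after its value was seen. It was also called between I53A and KO, at 0.077 ± 0.017 (SE, edgeR adjusted p = 0.0218), as was chromosome 12, likewise named after its value was seen, at -0.073 ± 0.016 (SE, edgeR adjusted p = 0.0218). The chromosome 1 call against WT was lost with library-size scaling, with interchromosomal ends only, in the fit to WT and I53A alone, and without WT 1, without WT 2 or without WT 4, each of which gave 0 calls. Between I53A and KO it was lost with interchromosomal ends only. Chromosome 15 passed no threshold, but its coverage differed among WT libraries: its share of read ends over the median share of the 8 libraries was 1.46 in WT 1 and 1.47 in WT 2, 1.00 in WT 3 and 1.01 in WT 4. It lay between 0.967 and 1.00 in the RING1B libraries. The WT libraries were thus not alike in this chromosome, which widened the WT spread there.

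**Figure D3:**
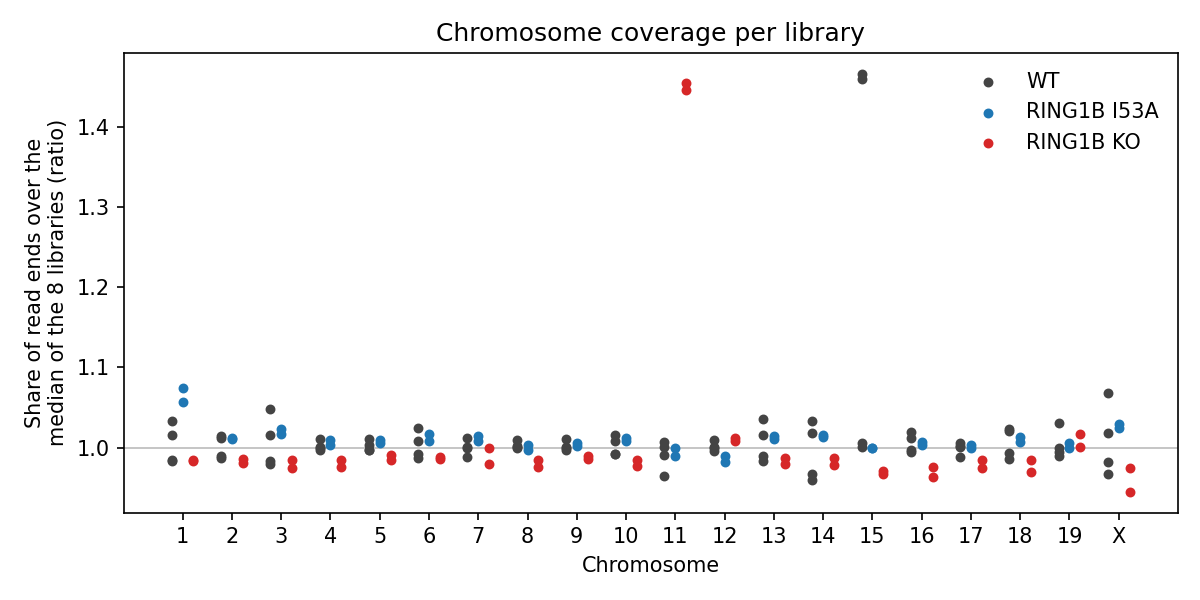
Share of read ends on each chromosome over the median share of the 8 libraries, as a ratio; each point is a library, coloured by genotype, and the grey line marks 1. Chromosome 11 stood apart in both KO libraries and chromosome 15 in WT 1 and WT 2. The axis does not start at 0.

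Contacts between particular chromosomes were compared relative to the count expected from the totals of both chromosomes. For I53A against WT, edgeR called 34 of 190 pairs, 18 higher and 16 lower. For KO against WT it called 69, 32 higher and 37 lower. Both lines together gave 36, 17 higher and 19 lower, and I53A against KO gave 70, 34 higher and 36 lower. The changes were small: the median absolute log2 change of the called pairs was 0.019, 0.016, 0.017 and 0.019 in this order. The largest absolute change was 0.094. The edgeR test was numerically unstable for part of the pairs. For 2 with 19 in I53A the change was 0.0057, yet the F statistic vanished and gave no usable SE. For 11 with 19 the SE was 0.0081 in I53A and 0.0029 in KO, although both compare 2 libraries with 4. For coverage of chromosome 1 it was 0.015 in both comparisons. The numbers of called pairs and their p-values are therefore uncertain. The counts depended on the libraries used: for both lines against WT they ran from 12 without WT 3 to 60 without KO 1, and DESeq2 gave 19.

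In I53A, contacts of chromosome 8 with 18 rose by 0.041 ± 0.0045 (SE, edgeR adjusted p = 0.00325) and those of 8 with 15 by 0.038 ± 0.0058 (SE, edgeR adjusted p = 0.00909). Contacts of 12 with 19 changed by -0.067 ± 0.018 (SE, edgeR adjusted p = 0.0366), a call lost in turn without WT 1, without WT 2 and without WT 3, where the adjusted p in edgeR was 0.0803, 0.453 and 0.0766. Across the alternatives this change ran from -0.110 to -0.035. WT 1 had the highest log2 ratio of observed to expected pairs, 0.203, against 0.0588 to 0.105 in the other WT libraries. In KO, contacts of 2 with 4 rose by 0.038 ± 0.0049 (SE, edgeR adjusted p = 0.000946) and those of 11 with 19 by 0.037 ± 0.0029 (SE, edgeR adjusted p = 0.00016). Contacts of 5 with 19 changed by -0.045 ± 0.0062 in KO (SE, edgeR adjusted p = 0.00118). With both lines together, contacts of 2 with 4 rose by 0.034 ± 0.0052 (SE, edgeR adjusted p = 0.00437) and those of 11 with 14 by 0.032 ± 0.0038 (SE, edgeR adjusted p = 0.00182), and those of 5 with 18 changed by -0.027 ± 0.0035 (SE, edgeR adjusted p = 0.00244). Among WT libraries the SD of these ratios (n = 4) ran from 0.0090 for 5 with 18 to 0.065 for 12 with 19. It was 0.023 for 11 with 19 and 0.021 for 5 with 19. The SEs were derived from the edgeR test statistic, so they restate its p-values and are not a separate estimate of error. They are narrower than this spread would give, so the adjusted p-values may be too small.

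The largest fall from WT in each of these 3 comparisons was that of chromosome 2 with 9. Its log2 ratio of observed to expected pairs was 0.11 ± 0.062 in WT (SD, n = 4), 0.026 ± 0.013 in I53A (SD, n = 2) and 0.022 ± 0.00023 in KO (SD, n = 2). The change was -0.084 ± 0.015 in I53A (SE, edgeR adjusted p = 0.0155), -0.087 ± 0.011 in KO (SE, edgeR adjusted p = 0.000946) and -0.085 ± 0.012 with both lines (SE, edgeR adjusted p = 0.0026). With DESeq2 none of the 3 passed the threshold (adjusted p = 0.178, 0.137 and 0.0893). WT libraries spanned 0.046 to 0.19 and RING1B libraries 0.016 to 0.035. Across the 8 libraries the ratio rose with the share of pairs under 1 kb (Pearson r = 0.805, exact permutation p = 5e-05; Spearman rho = 1, exact permutation p = 5e-05). Both measures separate WT from the RING1B lines, and this pair was named for that separation. The p-values are thus partly fixed by the choice of the pair.

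Between I53A and KO, the largest differences were in contacts of chromosome 12 with 18, at -0.094 ± 0.0099 (SE, edgeR adjusted p = 0.000288), and 12 with 19, at -0.080 ± 0.013 (SE, edgeR adjusted p = 0.00236). The log2 ratios of the WT libraries alone spanned 0.062 to 0.138 for 12 with 18 and 0.059 to 0.203 for 12 with 19. The latter range reached above both KO libraries, at 0.117 and 0.131. Variation within WT was thus large beside these differences. Contacts of 8 with 15 were higher in I53A by 0.049 ± 0.0050 (SE, edgeR adjusted p = 0.000288), and those of 5 with 19 by 0.047 ± 0.0068 (SE, edgeR adjusted p = 0.00162). The difference in 12 with 19 did not pass with DESeq2 (adjusted p = 0.358). Without the offset for chromosome totals, the changes of 8 with 15 in I53A against WT and of 5 with 19 in KO against WT and in I53A against KO had the opposite sign, at -0.28, 0.026 and -0.012.

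**Figure D4:**
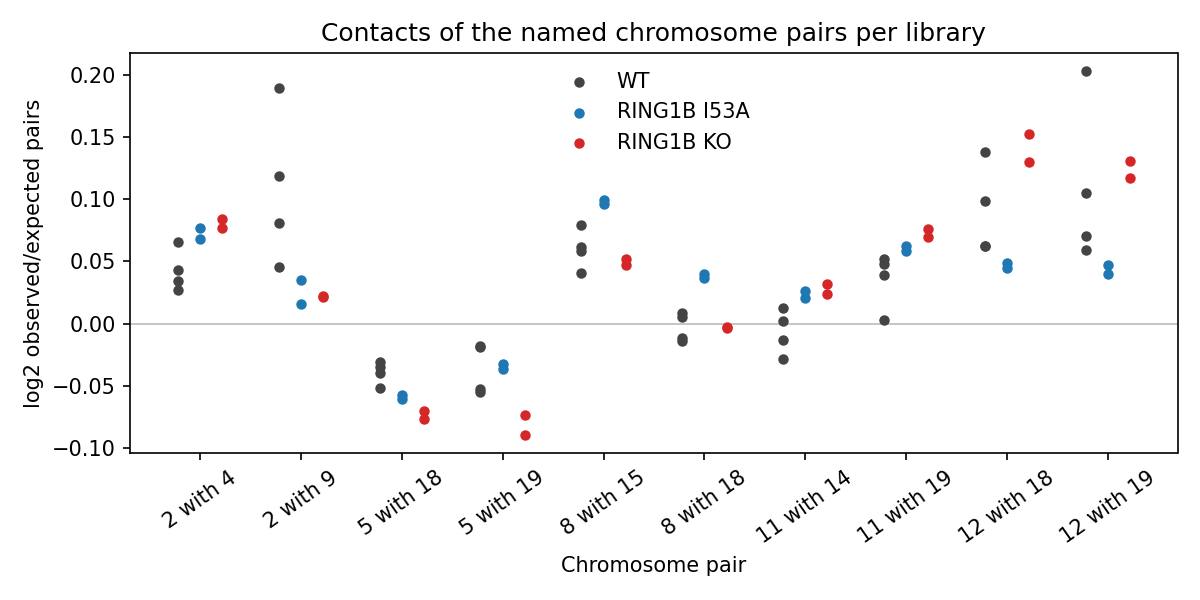
log2 ratio of observed to expected interchromosomal pairs for the 10 named chromosome pairs; each point is a library, coloured by genotype, and the grey line marks 0. Chromosome 2 with 9 spanned 0.046 to 0.19 among WT libraries and lay below 0.046 in the RING1B libraries.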

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

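Of the tests in this part, those of extra chromosome copies and of random ligation for the interchromosomal share, and that of short pairs for chromosome Y, were fixed before their results were seen, and the others were chosen afterwards. Among 24 measures checked in the 4 WT libraries, 0 had a library far from the others, where chance would give about 1.2.

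The interchromosomal share moved in opposite directions in the lines: every I53A library lay below and every KO library above the WT libraries, with a difference between I53A and KO of -3.74 percentage points. The exact permutation test could not decide this difference, since its smallest p at 2 libraries against 2 is 0.333. No test with a modelled spread was run on this share. Extra chromosome copies were tested by leaving out every pair of chromosomes 1, 11 and 15: KO still exceeded WT by 1.63 percentage points, both KO libraries stayed above and both I53A libraries below all WT libraries, which argues against copy number as the whole cause. Within the libraries with a high rescued share, KO exceeded WT by 2.26 percentage points, against this batch as the cause. Depth as the cause would move the deeper I53A and KO libraries the same way, but I53A differed from WT by -1.55. Random ligation would flatten preferences between chromosomes, lowering the slope of KO contact ratios on WT ratios to 0.857. The KO slopes were 1.05 and 1.19, mean 1.12. The WT libraries' own slopes ran from 0.837 to 1.19, with WT 3 and WT 4 near the flattened value, so this test is coarse. An effect of genotype remains a hypothesis, and differences in digestion, fixation or culture between the lines stay open as untested. The sign of the I53A difference also turns on whether pairs under 1 kb are counted.

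Coverage of chromosome 11 differed between the lines, with a log2 difference of -0.58 for I53A against KO. An extra copy of the whole chromosome predicts a ratio of 1.5 in KO. The ratio of KO to WT was 1.49 in interchromosomal ends and 1.49 in all ends, relative to the 16 autosomes other than 1, 11 and 15. Bias by base composition would move other gene-rich chromosomes too, but the larger of the log2 changes of chromosomes 17 and 19 was 0.032. Fusion of the extra copy to another chromosome would raise contacts with that partner strongly, but the largest rise among its 19 partners was 0.037 on the log2 scale. These values are consistent with trisomy 11 in most cells of the KO cultures, which is a hypothesis about the culture and not shown to follow from RING1B loss, since KO came from a single line.

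Of the chromosome pairs named in the report, 7 differed between I53A and KO in edgeR's test. On the log2 scale the differences were 0.041 for 8 with 18, 0.049 for 8 with 15, -0.080 for 12 with 19, -0.013 for 11 with 19, 0.047 for 5 with 19, 0.015 for 5 with 18 and -0.094 for 12 with 18. With DESeq2 the number of all pairs called between I53A and KO was 20 in place of 70. The change of 5 with 19 reversed without the offset for chromosome totals. KO was present only among libraries with a high rescued share, and a batch term gave 48 calls. No test here separates genotype from culture history for these pairs, and no further explanation was tested.

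Chromosome Y was outside the comparisons of the report. Its share of read ends was 0.166% on average in I53A, at 0.152% and 0.180%, above the WT range of 0.120% to 0.132%, while KO had 0.136% and 0.131%. Loss of short pairs from the I53A libraries was tested with interchromosomal ends alone, where the mean Y share in I53A was 0.479% and both I53A libraries stayed above the highest WT library at 0.371%, which argues against it. The 2 I53A libraries differed between themselves, at 0.444% and 0.514%. Loss of Y in part of the cells in the other cultures and reads from repeated sequence on Y stay open as untested.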

How the results depend on the processing

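The division by rescued share, the removal of chromosomes 2 with 9 and the block within the RING1B lines were chosen after the data were seen; the other alternatives were fixed before the data were examined. Of 44 results that answer a comparison, 20 were counted as the same under each alternative tried, and of 27 named features 4 were. A result counted as the same could still change in size or sign. The class from 1 to 10 kb in I53A differed from WT by 0.885, by -1.36 without I53A 1 and by 3.13 without I53A 2. Duplicates in both lines differed from WT by 1.27 percentage points, and by -0.411 without WT 2. Where no cause is given below, the cause was not tested.

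The interchromosomal share depended on its denominator. With all unique pairs the differences were 2.89 percentage points for I53A against WT, 5.15 for KO against WT, 4.02 for both lines and -2.26 for I53A against KO. On chromosomes 1 to 19 and X, where pairs under 1 kb also enter, they were 2.84, 5.13, 3.99 and -2.29. With intrachromosomal pairs from 20 kb, they were 2.75 for KO against WT and -4.25 for I53A against KO. Pairs under 1 kb took a larger share of unique pairs in WT (37.0% to 44.9%) than in the RING1B libraries (11.7% to 30.1%), so counting them lowers the WT share by construction. For both lines against WT the difference was 0.959 within the high rescued share and -1.46 within the low one, where I53A 2 is the only RING1B library. Leaving out each library in turn gave -0.449 to 0.996.

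The decay slope from 1 to 30 Mb differed from WT by 0.0154 in I53A, 0.103 in KO and 0.0593 with both lines, reversed from -0.0201, and by -0.0878 between I53A and KO. From 10 kb to 1 Mb, KO differed from WT by -0.0450. The class of 10 Mb and over in I53A differed from WT by -0.866 within the high and 2.23 within the low rescued share. Leaving out each library gave -0.588 to 1.95 for this class in I53A and 0.151 to 2.44 in KO, and -0.811 to 1.41 and 0.0703 to 2.28 for 10 to 100 kb.

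Replicate numbers gave no consistent pairing of WT with RING1B libraries: the deviations of same-numbered libraries correlated between -0.333 and 0.963 over distance bins. Those of I53A and KO correlated at 0.976 over distance bins, 0.419 over chromosome pairs and 0.0547 over chromosome coverage. With 2 libraries per line these values cannot establish a pairing. The share of pairs under 1 kb did not follow the number: it was 30.1% and 11.7% in I53A 1 and 2, and 20.3% and 27.5% in KO 1 and 2. A block in a fit to these 4 libraries alone, which leaves 1 residual degree of freedom, gave 6 distance bins for I53A against KO (4 higher, 2 lower) in place of 0, among them 1.00 to 1.78 Mb (edgeR adjusted p = 0.00901) and 17.8 to 31.6 Mb (edgeR adjusted p = 0.0313). With a replicate block over all 8 libraries, WT 3 and WT 4, whose numbers no other group shares, no longer count in the contrasts with WT. The block gave 10 distance bins for I53A, 12 for KO and 12 for both lines against WT, in place of 0, and 0 for I53A against KO. It gave 5, 4, 5 and 5 chromosomes in the 4 comparisons, with chromosome 15 among the first 3, and 6, 33 and 17 chromosome pairs for I53A, KO and both lines against WT.

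For chromosome coverage, library-size scaling gave 0 calls for I53A against WT, 4 for KO against WT (1 higher, 3 lower) and 8 for I53A against KO (6 higher, 2 lower, in place of 1 and 2). This scaling compares shares of a fixed total, so the higher share of chromosome 11 in KO lowers the others there by construction. With chromosome Y added, I53A against WT had 2 calls, chromosomes 1 and Y. Interchromosomal ends gave 0 for I53A, 2 for KO (11 and 12) and 4 for I53A against KO (9, 11, 12 and X, without chromosome 1), and the fit to WT and I53A alone gave 0. A batch term gave 2 for KO (11 and 12) and 2 for both lines (1 and 11), and DESeq2 gave 2 for both lines (1 and 11). Leaving out each WT library in turn gave 0 to 1 chromosomes for I53A and 1 to 2 for KO, and leaving out each of the 8 libraries 1 to 2 for both lines. Chromosome 11 stayed called in KO and in both lines each time. In the comparisons of a single line, no call was made where that line would keep 1 library.

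For chromosome pairs, the analysis without the offset gave 0 calls for I53A against WT, 26 for KO (26 higher, 0 lower, in place of 32 and 37), 19 for both lines (18 higher, 1 lower) and 31 for I53A against KO (3 higher, 28 lower). It leaves copy number in the counts by construction. DESeq2 gave 21, 27, 19 and 20, of which 18, 25, 17 and 20 were also called by edgeR. For I53A against KO, a filter on low counts gave 45 and the fit to these groups alone 35. Leaving out each WT library gave 5 to 41 for I53A and 42 to 77 for KO, and leaving out each of the 8 libraries 12 to 60 for both lines. The lowest counts for I53A and for both lines came without WT 3, and that for KO without WT 2. Without chromosomes 2 with 9, the counts were 33, 68, 35 and 70.

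Reversed without the offset were the log2 changes of 8 with 15 in I53A, to -0.28, of 5 with 19 in KO, to 0.026, and of 5 with 19 between I53A and KO, to -0.012. With all distance bins, short ones included, the changes reversed to 0.42 for 3.16 to 5.62 Mb in I53A, 0.16 for 1.00 to 1.78 Mb in KO and 0.30 for 1.78 to 3.16 Mb with both lines. Pairs under 1 kb, a larger share in WT, then enter the library size. This raises the longer bins in the RING1B libraries by construction. Among the named features, 18 other values fell short of the threshold and 8 passed it; with 1 library left out, 3 fell short and 10 moved by more than their error. Depth did not limit the interchromosomal shares: their 95% intervals were narrower than the spread between libraries.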

Other observations

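Only the counts of splits of the 8 libraries were fixed before their results were seen; the other tests in this part were chosen afterwards.

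The 8 libraries can be divided into 4 and 4 in 35 ways, and the fits with 2 groups were repeated for each. For chromosome pairs the division into WT and RING1B libraries gave 12 calls, and 2 of the 35 splits gave at least as many, the real one included. The other, WT 1, WT 2 and both KO libraries against the rest, gave 25. For distance bins and for chromosome coverage the real division gave 0 calls in this fit. All 35 of the 35 splits then have at least as many by construction, so the count of splits decides nothing for these results. Of the 5 splits that keep the libraries with a low rescued share together, adding KO 2 to them gave 12 distance bins and adding WT 3 gave 10, while adding WT 4, I53A 1 or KO 1 gave 0 each. A split that divides those libraries, WT 1, WT 4, I53A 1 and KO 1 against the rest, gave 5. The bin counts thus did not follow the rescued share alone. With the batch as a term, 0 bins were called for both lines against WT, as without it.

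Contacts of chromosome 2 with 9 were lower in both RING1B lines, with a gap of 0.085 on the log2 scale between the WT and RING1B means, and the lowest WT library lay above the highest RING1B library by 0.011. The share of pairs under 1 kb separated the groups as well, so that share and genotype cannot be told apart between the groups. Across the 8 libraries the contact ratio followed the share of pairs under 1 kb (Pearson r = 0.805, exact permutation p = 5e-05; Spearman rho = 1, exact permutation p = 5e-05, the smallest the pairings can give). The permutations treat all libraries as exchangeable, so these p-values partly restate the separation of the groups. Without the 2 libraries farthest from the median, r was 0.879 and rho 1. No correlation was computed within the sets by rescued share, which held 5 and 3 libraries. With rho at 1 across all libraries, the order also held within each set. It held among the WT libraries alone, where genotype was fixed: the ratio rose from 0.046 in WT 4 to 0.19 in WT 3. The start of the assembled sequence of chromosome 9 (3000001 to 3040000 in NCBIM37) matched stretches of chromosome 2 lying between 98502389 and 98507493. These held 1683 matching bases, 75.4% of those outside chromosome 9. A candidate explanation is that short fragments from near-identical repeats are placed with one end on each chromosome and counted as contacts, more often in libraries rich in undigested fragments. The files hold no positions of reads, so this was not tested directly.

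Chromosome 15 differed between WT libraries. Its coverage relative to the 16 autosomes other than 1, 11 and 15, over the median of the 8 libraries, was 1.47 in WT 1 and 1.48 in WT 2 in interchromosomal ends, near the ratio of 1.5 that an extra copy predicts, and 0.984 in WT 3 and 0.998 in WT 4. WT 1 and WT 2 also had a low rescued share. The only other library with a low rescued share, I53A 2, had a ratio of 0.999 in all ends, but with a single library the batch and the gain cannot be told apart. These values are consistent with trisomy 15 in most cells of the cultures behind WT 1 and WT 2, as a hypothesis.

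Chromosome 1 was slightly higher in I53A, with coverage again taken relative to those 16 autosomes. A segment copied onto another chromosome would raise contacts between them, but the largest rise among the 19 partners of chromosome 1 was 0.012 on the log2 scale. Within the sets by rescued share, the lower of the I53A to WT ratios was 1.05, against batch as the cause. In interchromosomal ends the I53A to WT ratio was 1.03, against 1.06 in all ends. Over the median of the 8 libraries, I53A 1 lay above every WT library there, at 1.054. I53A 2, at 1.019, lay below WT 3 at 1.027 and above the other WT libraries. The gain was thus smaller there and did not set both I53A libraries apart from WT. A gain in part of the cells stays open as untested.

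The mouse chromosomes that carry nucleolar organisers (12, 15, 16, 18 and 19, a list of general knowledge) met more often than expected from their totals. The mean log2 ratio of observed to expected over their 10 pairs was 0.070 ± 0.025 in WT (SD, n = 4), 0.048 ± 0.0043 in I53A (SD, n = 2) and 0.083 ± 0.0075 in KO (SD, n = 2). Organiser chromosomes are also short. The 10 pairs among 5 other short autosomes (9, 11, 13, 14 and 17) had means of 0.0098 to 0.016 over the 8 libraries, below the 0.045 to 0.10 of the organiser pairs, but those 5 are longer as a set. Length as the cause predicts that organiser chromosomes lie on the trend of the ratio with length. For contacts with 18 and 19, a linear trend was fitted to the 14 other autosomes, and 12, 15 and 16 lay above it by 0.030 to 0.12 on average. This mean was at first set against the residual SD of single chromosomes, which it exceeded in 6 libraries, but that SD is too wide for a mean of 3. The test was therefore replaced by one over all 680 choices of 3 autosomes, each against the trend of the others. The share of choices with a mean at least as large ran from 0.00294 to 0.05 (exact one-sided p), below 0.05 in 7 libraries and equal to it in I53A 2. The rule asked for less than 0.05 in all 8, so length was not excluded, although most libraries went against it. Chromosome 15 was an exception, with a mean ratio of 0.0022 with the other 4. Proximity at nucleoli is a hypothesis that these counts cannot separate from other features of those chromosomes.

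The share of pairs under 1 kb was lower in both RING1B lines, with a difference from WT of -19.0 percentage points (exact permutation p = 0.0286, two-sided, the smallest possible). Within the libraries with a high rescued share the difference was -15.0, and within those with a low rescued share -30.2, which argues against this batch as the whole cause. Across the 8 libraries the share fell with the number of pairs sequenced (Spearman rho = -0.833, exact permutation p = 0.0154; Pearson r = -0.660, exact permutation p = 0.0892), and without the 2 libraries farthest from the median depth r was -0.580 and rho -0.886. Every RING1B library was deeper than every WT library, so depth and genotype cannot be told apart here. Differences in digestion between preparations stay open.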
